A study of Mus musculus with 13 samples.

How the data were processed

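RNA was sequenced from the cortex of 13 mice aged 6 months, 6 APPPS1 and 7 APPPS1;Apoe-/-. Per the labels' protocols, tissue was flash frozen, RNA was extracted with Trizol and the Clontech SMARTer kit was used. The authors deposited RPKM values per gene (reads scaled by the length of the gene and the number of mapped reads of the library) in 1 table for all libraries, together with a count of alignments per library. Per the submitters' processing notes, Partek and the mm10 build were used. The aligner, its version, the counting rule, strand use and the gene annotation are not given in the sources used here. RPKM scales each library by its depth and each gene by its length, so a rise of a few abundant genes lowers all others slightly. The values keep the sampling error of the reads without stating it.

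The table held 20971 genes. Apart from 56 genes at 0 in every library, no gene column consisted of whole numbers only. RPKM summed to between 315082 and 355566 per library, and 17655 to 19090 genes were above 0. The genotype named in the table was the one in the labels for 13 of 13 libraries. Alignments ran from 18455493 to 77005806 per library and were lower in the APPPS1;Apoe-/- group, so weak genes are measured less precisely there. Whether low values were whole multiples of what 1 read is worth was checked on 6391 values of 1562 weak genes: 86.31% came out whole within 0.1 reads. This was not nearly all, so no test on recovered reads was run. Libraries were compared in pairs, with correlations of 0.9808 to 0.9944 and a median absolute log2 difference of at least 0.0969, and none were identical. Positions are those of GENCODE mouse release 21, on the mm10 assembly; 20411 symbols matched by name, 262 by a synonym and 298 not at all.

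Before the data were examined, the comparison, the filter, the tests, the gene lists, the rule for named genes and the first set of other settings were fixed. Values were transformed to log2(RPKM + 0.5), and the 13343 genes with a mean of at least 0.5 RPKM over all libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), genotype being the only term. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method and genes were called at an adjusted p under 0.05. Of 32 fixed gene lists 31 had at least 5 tested members; the mitochondrial genome list had 0 members among the genes measured. Lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. With the estimated correlation 0 lists passed after adjustment over all 31. By fry the disease-associated, homeostatic and pan-microglia lists passed (adjusted p = 3.60e-04, 0.0365 and 0.0211). So did the lysosomal, interferon, complement and lipid transport lists (3.19e-04, 0.00660, 0.00750 and 0.00491). The reactive astrocyte, myelin, antigen presentation, striatal and erythroid lists did not pass fry (0.0642, 0.0681, 0.107, 0.161 and 0.2065). The lists overlapped in 43 genes. Exact permutation of the group labels tested Apoe, the 3 genes to which transgene reads can align and the differences between lists. There were 1716 splits with all libraries and 462 without 2 libraries. For the 3 genes there were also 924 with 6 in each group and 792 without 1 APPPS1 library. Female libraries alone gave these genes 252 splits, and 56 without the same 2 libraries.

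The text names Apoe, the 12 genes per direction with the largest change among called genes whose groups do not overlap, leaving out unnamed models, up to 4 called genes per list with the smallest adjusted p, and a fixed set named in any case, 110 genes together. Some of these are not reported here. The hormone, choroid plexus and glucocorticoid genes of the closing part were chosen after their values were seen, and the tests of differences between lists were not in the fixed set.

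That first set held other pseudocounts, filters, scalings and variance models, array weights, a sex score from Xist and Y-linked genes, an estimated correlation, lists without shared genes, a minimum change, and leaving out each of the 13 libraries. Added after seeing the data were fits without 2 libraries with low App, with female libraries only, without genes within 30 Mb of Apoe and with the log2 number of alignments as a covariate, alone and in part combined. The code was tested on simulated data with 200 changed genes among 13343 in the comparison of the 2 genotypes, besides a list of 40 other genes lowered by 0.4: of the 200, 79.1% of those changed by 0.5 on the log2 scale were called, 97% of those changed by 1 and 100% of those changed by 2. Unchanged genes gave 9 calls, 3.96% of all calls, which include those in the list of 40. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 did the table handling, exact tests and figures.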

Results

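Gene expression was measured by RNA sequencing in the cortex of 6-month-old APPPS1 mice with or without the gene for apolipoprotein E. APPPS1 mice express mutant human transgenes, among them that for amyloid precursor protein, under the mouse Thy1 promoter and deposit amyloid plaques in the cortex. Apolipoprotein E is the main lipid carrier of the brain, made chiefly by astrocytes and also by microglia around plaques. The labels place 6 libraries in the APPPS1 group and 7 in the APPPS1;Apoe-/- group, and the series' design counts them as separate mice. Alignments per library numbered 28402328 to 77005806 in the APPPS1 group and 18455493 to 34538031 in the APPPS1;Apoe-/- group. Values are RPKM, and changes are differences of log2(RPKM + 0.5), APPPS1;Apoe-/- minus APPPS1, which understate the change of weakly expressed genes. The single comparison asked how the loss of Apoe alters the cortical transcriptome of amyloid-depositing mice.

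Apoe itself separated the groups in every library. It lies on the minus strand of chromosome 7, at positions 19696109 to 19699188 of mm10. It averaged 581 ± 84.2 RPKM (SD, n = 6) in the APPPS1 libraries and 5.44 ± 0.888 RPKM (SD, n = 7) in the APPPS1;Apoe-/- libraries. The 7 libraries labelled as knockouts lay between 4.01 and 6.35 RPKM and the other 6 between 463 and 670 RPKM. The log2 change was -6.61 ± 0.11 (SE; adjusted p = 2.43e-16), and a two-sided exact permutation test over the 1716 splits gave p = 0.000583, the smallest it can give. The remaining reads can come from parts of the gene outside the deletion.

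App and Thy1, the mouse genes to which reads of the transgene can align, set 2 libraries of the APPPS1;Apoe-/- group apart from the other 11. App stood at 106 RPKM in APPPS1;Apoe-/- replicate 2 and 116 RPKM in replicate 5, against 176 to 217 RPKM in the other 11 libraries. Thy1 stood at 52.2 and 56.9 RPKM in these replicates, against 172 to 245 RPKM elsewhere. Cst7, which encodes a cysteine protease inhibitor induced in microglia at plaques, was at 0.490 and 0.518 RPKM in these replicates, between 10.5 and 18.2 RPKM in the other knockout libraries and between 32.6 and 65.6 RPKM in the APPPS1 libraries. Between the groups App differed by -0.24 (two-sided exact permutation p = 0.245) and Thy1 by -0.66 (exact p = 0.111), with an adjusted p of 0.259 for both over the 3 genes tested. Without APPPS1;Apoe-/- replicate 4, where Thy1 was highest at 245 RPKM, the Thy1 difference was -0.80 (exact permutation p = 0.00649, adjusted p = 0.0195). Without both low-App libraries the differences were -0.02 for App and -0.13 for Thy1 (exact p = 0.788 and 0.223). The fits without these 2 libraries and with the log2 number of alignments as a covariate were chosen after seeing the data. Of 109 genes besides Apoe named by a fixed rule 94 were called in the main comparison, and 53 of these calls ended with that covariate over all 13 libraries, each in the same direction. For those of them described with RPKM values, the change with the covariate is given once.

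**Figure D1:**
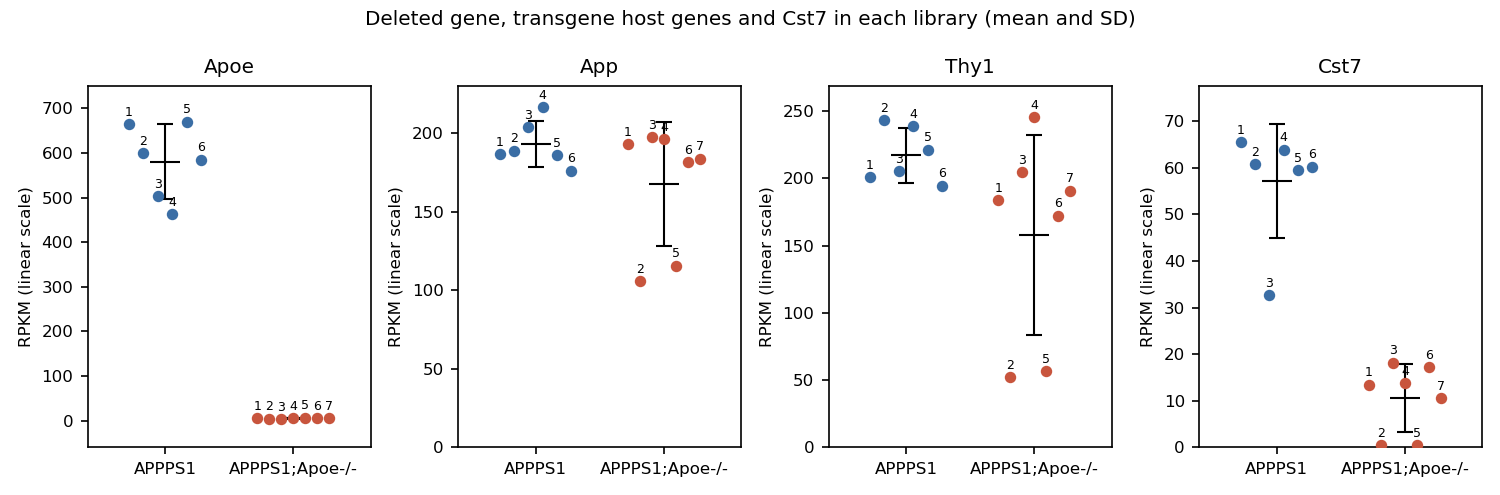
RPKM of Apoe, App, Thy1 and Cst7 in each library (points, with the replicate number), by group on the horizontal axis; the bar and whiskers give the group mean and SD (n = 6 and n = 7). Apoe is near 5.44 RPKM in all APPPS1;Apoe-/- libraries, while App, Thy1 and Cst7 are lowest in replicates 2 and 5 of that group.

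Loss of Apoe was accompanied by lower expression of microglial genes, above all those that microglia induce at plaques. Of the 48 tested disease-associated microglia genes, 36 were lower, 0 were higher and 12 did not pass the test (40 lower, adjusted over the list alone). Cst7 fell from 57.1 ± 12.2 to 10.6 ± 7.35 RPKM, and Clec7a, a receptor for fungal glucans, from 7.76 ± 0.829 to 1.32 ± 0.815 RPKM (SD, n = 6 and n = 7). Trem2, the lipid-sensing receptor of microglia, fell from 75.4 ± 4.11 to 33.7 ± 11.97 RPKM. Its signalling partner Tyrobp, whose gene lies on chromosome 7 within 30 Mb of Apoe, fell from 205 ± 18.6 to 83.1 ± 28.7 RPKM. The log2 changes were -3.03 ± 0.66 for Cst7 (SE; adjusted p = 0.0107), -2.35 ± 0.29 for Clec7a (adjusted p = 2.07e-04), -1.25 ± 0.22 for Trem2 (adjusted p = 0.00286) and -1.39 ± 0.22 for Tyrobp (adjusted p = 0.00125). The chemokine genes Ccl3, Ccl4 and Ccl6, the inhibitory receptor gene Lilrb4a, the integrin gene Itgax and the actin-capping gene Capg also fell, by 2.32, 2.10, 1.77, 1.78, 1.10 and 1.39 on the log2 scale. For each of these 10 genes every APPPS1;Apoe-/- library lay below every APPPS1 library. Spp1, another gene of this state, was at 14.2 ± 3.91 and 16.0 ± 2.68 RPKM and did not pass the test (adjusted p = 0.472). The list as a whole was lower (median log2 change -0.59; camera adjusted p = 3.43e-27), and its adjusted p was 0.123 with an estimated correlation between genes.

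When both low-App libraries were left out, 33 of the 48 genes were still lower (median -0.45; camera adjusted p = 5.21e-35, and adjusted p = 0.00154 with an estimated correlation). The log2 changes were then -1.92 ± 0.17 for Cst7, -1.87 ± 0.10 for Clec7a, -0.89 ± 0.06 for Trem2 and -1.04 ± 0.07 for Tyrobp (SE; adjusted p from 8.79e-08 for Clec7a to 1.56e-05 for Cst7). With the log2 number of alignments as a covariate the calls of Cst7, Trem2, Ccl6 and Lilrb4a ended when all 13 libraries entered (log2 change -2.71, -1.11, -1.71 and -1.61, adjusted p = 0.123, 0.0607, 0.0521 and 0.0687), and those of Clec7a (-2.19) and Tyrobp (-1.31) did not.

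Genes that mark microglia in any state were lower by less. Of 27 pan-microglia and macrophage genes, 16 were lower and 0 higher (21 lower, adjusted over the list alone), among them the transcription factor gene Irf8 (2.82 ± 0.475 to 1.30 ± 0.263 RPKM) and Ptprc, which encodes CD45 (1.83 ± 0.338 to 0.897 ± 0.261 RPKM). Their median log2 change was -0.55 (camera adjusted p = 6.01e-13; adjusted p = 0.398 with an estimated correlation), and -0.33 without both low-App libraries, where 15 were lower. Of 28 homeostatic microglia genes, 11 were lower and 0 higher (18 lower and 1 higher, adjusted over the list alone), including the receptor gene Gpr34 (31.1 ± 4.19 to 17.9 ± 4.38 RPKM). Their median was -0.30 (camera adjusted p = 6.30e-08; adjusted p = 0.456 with an estimated correlation), and -0.20 without both low-App libraries, where 8 were lower. Trem2 is counted in that list as well as in the first. The fractalkine receptor gene Cx3cr1 fell from 31.0 ± 2.67 to 22.1 ± 5.36 RPKM. The purinergic receptor gene P2ry12, at 48.4 ± 3.31 and 40.1 ± 7.03 RPKM, and Tmem119, at 6.33 ± 1.15 and 6.04 ± 1.45 RPKM, did not pass the test (adjusted p = 0.0927 and 0.776). The alignments covariate ended the calls of Ptprc, Gpr34 and Cx3cr1 (log2 change -0.66, -0.75 and -0.35, adjusted p = 0.0548, 0.0708 and 0.265).

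The lists were compared with each other by the difference of their mean log2 values in each library. Genes held by both lists of a comparison, such as Trem2, were left out of both. Disease-associated genes fell by 0.45 more than homeostatic genes and by 0.26 more than pan-microglia genes, and the exact permutation p was 0.000583, the smallest possible, for both (adjusted p = 0.000874 over 3 such comparisons). Without both low-App libraries these differences were -0.40 and -0.27 (exact p = 0.00216 and 0.00433). The difference of pan-microglia from homeostatic genes was -0.18 (exact permutation p = 0.00291), and -0.12 without both low-App libraries (exact p = 0.00433). Of 5 tested genes of perivascular and meningeal macrophages only Stab1 passed the test, at 0.8004 ± 0.0790 and 1.06 ± 0.151 RPKM, and the list did not (adjusted p = 0.460); with the alignments covariate Stab1 missed the threshold (0.27, adjusted p = 0.171). Of 5 leukocyte genes only Cd4 was higher (2.29 ± 1.87 to 5.09 ± 1.88 RPKM, log2 change 1.10; 0.90 without both low-App libraries, where it missed the threshold at adjusted p = 0.119), and the list was not called (adjusted p = 0.275). Cd4 went with the striatal genes described below. It was 6.07 RPKM in APPPS1 replicate 3, against 1.16 to 1.90 RPKM in the other APPPS1 libraries. That library also had the highest mean of the striatal genes. Among the APPPS1;Apoe-/- libraries both were highest in replicates 1, 2 and 5 and lowest in replicate 4. Whether the rise of Cd4 came from leukocytes was not tested. The leukocyte median of 0.29 turned to -0.06 with the alignments covariate, again without a call (adjusted p = 0.564).

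**Figure D2:**
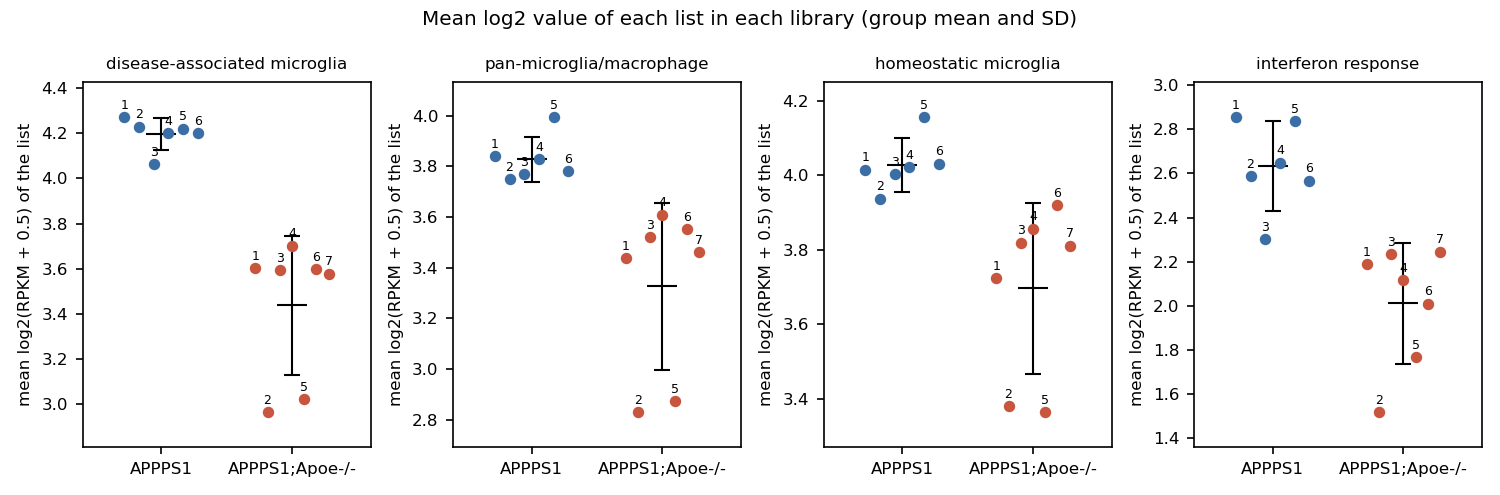
Mean log2(RPKM + 0.5) of the genes of 4 lists in each library (points, with the replicate number), by group on the horizontal axis; bars and whiskers give the group mean and SD (n = 6 and n = 7). The vertical axes do not start at 0. The APPPS1;Apoe-/- libraries lie below the APPPS1 libraries in all 4 lists, and replicates 2 and 5 lie lowest.

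Interferon-induced, complement, antigen presentation and lysosomal genes were lower as well. Of 32 interferon response genes 24 were lower and 0 higher (27 lower, adjusted over the list alone), including the antiviral genes Oasl2 (5.71 ± 1.58 to 2.58 ± 0.711 RPKM), Ifit1 (5.85 ± 1.03 to 3.21 ± 0.730 RPKM) and Ifit3 (28.5 ± 5.22 to 15.7 ± 3.84 RPKM) and the regulator Irf7 (5.30 ± 1.61 to 2.30 ± 0.735 RPKM). The median log2 change was -0.71 (camera adjusted p = 6.95e-19; adjusted p = 0.378 with an estimated correlation). Of 15 complement genes 8 were lower (9, adjusted over the list alone): the anaphylatoxin receptor gene C5ar1, on chromosome 7 within 30 Mb of Apoe, fell from 3.39 ± 0.334 to 1.32 ± 0.440 RPKM and C4b from 18.7 ± 2.01 to 9.47 ± 3.87 RPKM, while C1qa, at 20.6 ± 3.68 and 13.8 ± 4.46 RPKM, did not pass (adjusted p = 0.0553). The complement median was -0.47 (camera adjusted p = 3.57e-04; adjusted p = 0.378 with an estimated correlation), and without genes shared with other lists it was -0.073 and the call ended (adjusted p = 0.0642). The complement median was -0.28 without both low-App libraries. Without the filter on low values it was -0.073, and the call stayed (camera adjusted p = 0.0128). Of 20 antigen presentation genes 8 were lower (10, adjusted over the list alone), among them the immunoproteasome gene Psmb8 (9.98 ± 1.43 to 6.19 ± 1.79 RPKM) and the peptide-loading gene Tapbp (11.9 ± 0.876 to 9.22 ± 0.856 RPKM); the median was -0.26 (camera adjusted p = 8.41e-04; adjusted p = 0.516 with an estimated correlation). The groups overlapped in this list: its mean log2 value was highest of all 13 libraries in APPPS1;Apoe-/- replicate 4, at 3.63, against 3.15 to 3.33 in the APPPS1 libraries, and it was 3.22 in replicate 7 and 2.73 to 3.10 in the other 5 knockout libraries. Of 38 lysosomal genes 20 were lower (26, adjusted over the list alone). The protease gene Ctsd fell from 858 ± 54.6 to 483 ± 101 RPKM, Gusb from 12.6 ± 0.969 to 7.13 ± 0.680 RPKM and Naglu from 1.75 ± 0.148 to 1.01 ± 0.121 RPKM. The lysosomal median was -0.21 (camera adjusted p = 1.43e-12; adjusted p = 0.123 with an estimated correlation), and -0.14 without genes shared with other lists. Without both low-App libraries 19 interferon, 6 complement, 6 antigen presentation and 17 lysosomal genes were lower. With an estimated correlation the camera adjusted p of the lysosomal list was then 0.00595. The interferon, complement and antigen presentation lists did not pass that test (adjusted p = 0.210, 0.0682 and 0.612). Nor did any other list except disease-associated microglia. C4b, Psmb8 and H2-D1 missed the threshold with the alignments covariate (log2 change -0.81, -0.67 and -0.63, adjusted p = 0.159, 0.114 and 0.0791). Reads of class I genes such as H2-D1, and of Lilrb4a, Ly6a, Ly6c1, Xlr3b and the globins, can be shared with near-identical copies, so their values are uncertain.

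Astrocytes showed lower reactive genes beside small shifts in both directions among identity genes. Of 29 reactive astrocyte genes 14 were lower and 1 was higher (16 and 4, adjusted over the list alone; median -0.42; camera adjusted p = 3.57e-04; adjusted p = 0.516 with an estimated correlation). There were 10 lower and 1 higher without both low-App libraries, with a median of -0.27, and the median was -0.27 as well without genes shared with other lists, and -0.12 without the filter on low values. The list's mean log2 value was 2.68 in APPPS1;Apoe-/- replicate 4, within the 2.49 to 2.71 of the APPPS1 libraries, and 2.03 to 2.47 in the other knockout libraries. Gfap, the intermediate filament gene of reactive astrocytes, fell from 271 ± 23.2 to 127 ± 53.3 RPKM (log2 change -1.25 ± 0.27, SE; adjusted p = 0.0108) and by 0.79 without both low-App libraries. Gfap missed the threshold with the alignments covariate over 13 libraries (-1.07, adjusted p = 0.132). The protease inhibitor gene Serpina3n fell from 21.5 ± 4.56 to 12.004 ± 1.73 RPKM and Cd14 from 11.4 ± 0.968 to 5.98 ± 1.42 RPKM, whereas Fkbp5, a co-chaperone of the glucocorticoid receptor, rose from 2.43 ± 0.304 to 3.63 ± 0.664 RPKM. Several of the list's lower members, C4b, Cd14, Psmb8 and H2-D1, are also expressed by microglia. Of 27 astrocyte identity genes 4 were higher and 3 lower (4 and 4, adjusted over the list alone; list adjusted p = 0.296): glutamine synthetase, Glul, was at 149 ± 8.53 and 180.1 ± 12.7 RPKM and the amino acid transporter gene Slc7a10, on chromosome 7 within 30 Mb of Apoe, at 9.82 ± 0.824 and 6.78 ± 1.02 RPKM. Fkbp5 and Glul missed the threshold with the alignments covariate (log2 change 0.41 and 0.27, adjusted p = 0.117 and 0.0833).

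Myelin genes were slightly higher. Of 24 oligodendrocyte and myelin genes 7 were higher and 1 lower (8 and 1, adjusted over the list alone), and the median was 0.21 (camera adjusted p = 1.11e-06; adjusted p = 0.469 with an estimated correlation). Mal rose from 24.9 ± 2.85 to 34.9 ± 5.36 RPKM and the small heat shock gene Cryab from 112 ± 14.3 to 145 ± 15.8 RPKM. Mbp was at 379 ± 69.1 and 463 ± 76.4 RPKM and did not pass (adjusted p = 0.130). Only 2 members were higher without both low-App libraries, with a median of 0.18. The groups overlapped in the list's mean log2 value. It ran from 4.16 to 4.52 in the APPPS1 libraries and from 4.32 to 4.73 in the APPPS1;Apoe-/- libraries. In the latter it was highest in replicate 5 and lowest in replicate 4, as were the striatal genes described below. It was 4.52 in APPPS1 replicate 3, where striatal genes were highest, and in APPPS1 replicate 5, where they were not. None of 10 oligodendrocyte precursor genes passed the limma test (2 at an unadjusted p under 0.05), and the list did not either (camera adjusted p = 0.515). Among 25 endothelial and blood-brain barrier genes 4 were higher and 2 lower (5 and 5, adjusted over the list alone; list adjusted p = 0.515). The glucose transporter gene Slc2a1 rose from 31.5 ± 4.72 to 44.7 ± 5.32 RPKM and the lysolipid transporter gene Mfsd2a from 3.76 ± 0.638 to 6.07 ± 1.15 RPKM. Mal, Cryab, Slc2a1 and Mfsd2a missed the threshold with the alignments covariate (log2 change 0.44, 0.26, 0.42 and 0.50, adjusted p = 0.0839, 0.180, 0.0835 and 0.0924). None of 16 genes of pericytes, smooth muscle and fibroblasts passed the limma test (1 at an unadjusted p under 0.05; list adjusted p = 0.482).

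Few neuronal genes passed the test. Of 19 excitatory neuron genes 1 was higher and 1 lower, of 20 inhibitory neuron genes 1 was higher, of 30 synapse genes 2 were lower and of 27 immediate early genes 1 was higher and 1 lower (2 and 1, 1 and 0, 0 and 2, 3 and 2, adjusted over each list alone). No list among these passed (adjusted p from 0.358 to 0.859). Their medians, between -0.03 and 0.03, and their means differed in sign for the excitatory, inhibitory and immediate early lists, as for the endothelial list. The immediate early and endothelial medians turned from 0.03 to -0.07 and from -0.03 to 0.04 without both low-App libraries, and neither list passed. The vesicular glutamate transporter gene Slc17a7, on chromosome 7 within 30 Mb of Apoe, fell from 47.7 ± 6.65 to 35.6 ± 6.17 RPKM (log2 change -0.42). Without both low-App libraries its change was -0.36 and missed the threshold (adjusted p = 0.0863). The neuropeptide gene Cort rose from 1.78 ± 0.802 to 4.79 ± 0.835 RPKM (log2 change 1.26 ± 0.18, SE; adjusted p = 5.22e-04). Jun fell from 2.38 ± 0.481 to 1.55 ± 0.352 RPKM, and Fos was at 22.6 ± 11.6 and 20.6 ± 5.17 RPKM. Slc17a7 and Jun missed the threshold with the alignments covariate (log2 change -0.51 and -0.57, adjusted p = 0.0762 and 0.0762).

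Few lipid genes other than Apoe passed the test. Of 35 lipid transport and LXR target genes 4 were lower (5 lower and 1 higher, adjusted over the list alone). The list did not pass against other genes (camera adjusted p = 0.138), whereas fry, which asks whether the members move one way on balance, gave an adjusted p of 0.00491 with a median of -0.05. Lipoprotein lipase, Lpl, fell from 7.49 ± 1.496 to 4.72 ± 0.636 RPKM and the fatty acid synthase gene Fasn from 7.77 ± 0.408 to 6.36 ± 0.457 RPKM. The cholesterol exporter gene Abca1 was at 1.65 ± 0.238 and 1.62 ± 0.402 RPKM, Apod at 86.6 ± 13.4 and 110.0 ± 16.7 RPKM and Clu at 1015 ± 75.1 and 998.7 ± 32.8 RPKM, and none of these passed (adjusted p = 0.880, 0.0657 and 0.846). Of 26 cholesterol biosynthesis genes only Insig1 was lower (0, adjusted over the list alone), with a list adjusted p of 0.0566, and Hmgcs1 was at 99.3 ± 7.22 and 97.8 ± 16.1 RPKM. Of 19 amyloid processing genes Aph1b was higher and Ece2 lower (1 and 1, adjusted over the list alone; list adjusted p = 0.515). Of 25 Alzheimer risk genes Trem2, Abi3 and Zcwpw1 were lower (4, adjusted over the list alone; list adjusted p = 0.148). Of 21 unfolded protein and heat shock genes 5 were higher and 1 lower (6 and 1, adjusted over the list alone; list adjusted p = 0.0800). Among them the stress regulator gene Atf4 rose from 35.7 ± 1.502 to 43.8 ± 2.66 RPKM and the asparagine synthetase gene Asns from 88.5 ± 9.50 to 116 ± 8.35 RPKM. With the alignments covariate Lpl, Fasn, Insig1 and Atf4 missed the threshold (log2 change -0.47, -0.27, -0.25 and 0.24, adjusted p = 0.0906, 0.0774, 0.2498 and 0.0656), and so did Aph1b, Ece2, Abi3 and Zcwpw1 (0.17, -0.37, -0.53 and -0.31, adjusted p = 0.255, 0.0775, 0.0847 and 0.0529). None of 45 ribosomal protein genes passed the limma test (9 at an unadjusted p under 0.05; list adjusted p = 0.0580).

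Markers of other tissue in the cortical samples also varied. Of 13 striatal genes Pde10a was higher (6, adjusted over the list alone) and the list rose (median 0.45; camera adjusted p = 1.04e-04; adjusted p = 0.517 with an estimated correlation), with medians of 0.30 without both low-App libraries and 0.69 with the alignments covariate. Its mean log2 value ran from 3.23 to 3.98 in the APPPS1;Apoe-/- libraries and from 2.92 to 4.02 in the APPPS1 libraries, with the highest value in APPPS1 replicate 3. The 7 erythroid genes had a median of -1.44 and 0 called members (0 also adjusted over the list alone, and 3 at an unadjusted limma p under 0.05), while the list passed (camera adjusted p = 0.0113; adjusted p = 0.637 with an estimated correlation). Mean erythroid log2 values were 4.06, 5.44 and 4.78 in APPPS1 replicates 1, 2 and 4 and at most 1.99 in the other 10 libraries. The erythroid call ended without both low-App libraries (adjusted p = 0.0509), and without APPPS1 replicate 2 or 4, and with the alignments covariate the median was -2.31. Of 5 choroid plexus and ependymal genes Ccdc153 was higher (1, adjusted over the list alone; list adjusted p = 0.0532), of 11 hippocampal genes Wfs1 was lower (1 higher and 1 lower, adjusted over the list alone; list adjusted p = 0.515), and none of 11 thalamic genes passed the limma test (3 at an unadjusted p under 0.05; list adjusted p = 0.482). Pde10a, Ccdc153, Insig1, Aph1b and Zcwpw1, with log2 changes of 0.59, 0.65, -0.29, 0.21 and -0.23, missed the threshold without both low-App libraries, where the changes were 0.55, 0.59, -0.20, 0.20 and -0.23 (adjusted p = 0.0921, 0.0693, 0.143, 0.0940 and 0.0736). Ccdc153 and Wfs1 missed it with the alignments covariate (log2 change 0.67 and -0.51, adjusted p = 0.128 and 0.107). By Xist and 4 Y-linked genes, 1 APPPS1 library (replicate 2) and 2 APPPS1;Apoe-/- libraries (replicates 1 and 3) came from males.

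**Figure D3:**
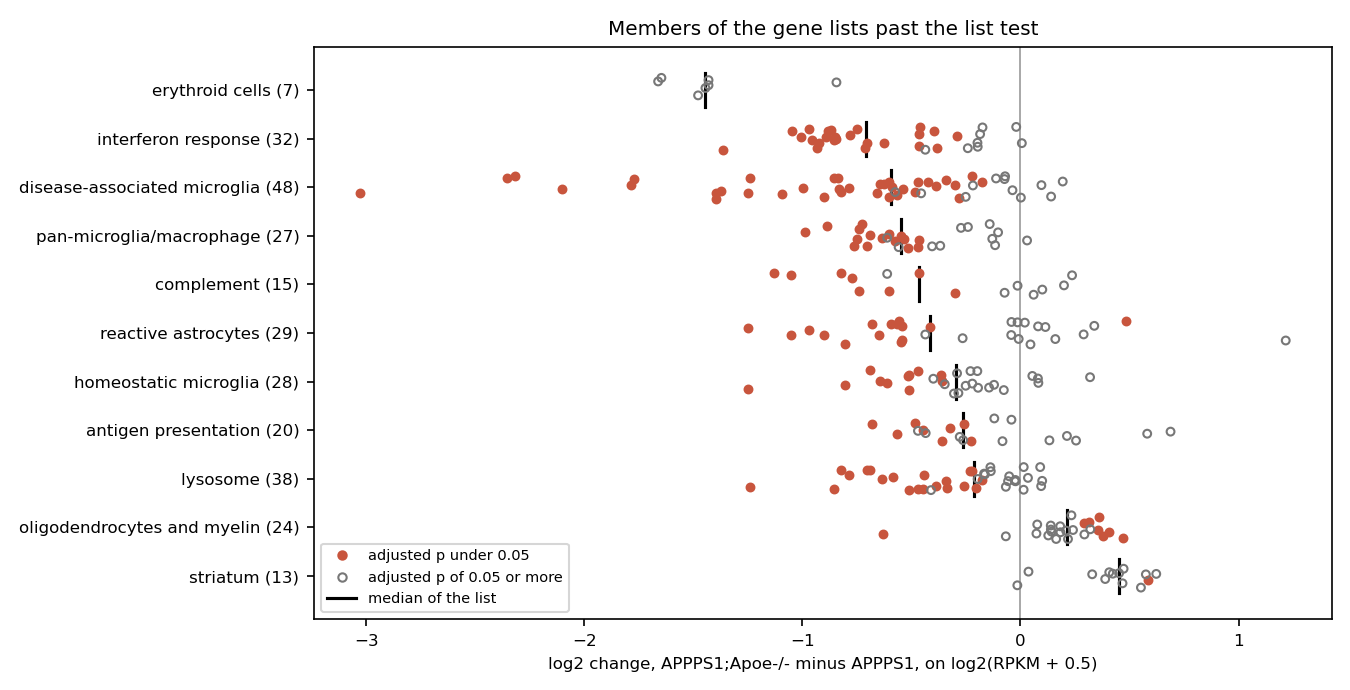
Log2 change of every tested member (points) of the 11 gene lists that passed the list test at the preset correlation, APPPS1;Apoe-/- minus APPPS1, with the number of members in brackets; filled points passed the limma test and black lines mark medians. Of the disease-associated microglia genes 36 of 48 are filled and lie below 0, and the 7 erythroid genes include no filled point.

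Across all 13343 genes tested, 465 were higher and 633 lower in the APPPS1;Apoe-/- libraries, of which 10 and 33 changed by at least 1 on the log2 scale. The groups did not overlap for 461 of these 1098 genes and for 496 of all genes, where chance gives 0.117% of genes. The unnamed gene models among the calls numbered 30. The largest increases among named genes with non-overlapping groups included the X-linked Xlr3b (log2 change 1.69 ± 0.32, SE), the glucocorticoid-induced leucine zipper gene Tsc22d3 (45.4 ± 10.2 to 105 ± 20.02 RPKM, log2 change 1.20 ± 0.14) and the GABA receptor gene Gabrr2 (0.88 ± 0.15). The largest decreases off the microglial list included the endosomal gene Wdfy1 (15.3 ± 3.37 to 4.09 ± 0.296 RPKM, -1.76 ± 0.11), the niacin receptor gene Hcar2 (-1.55 ± 0.16) and the calpain gene Capn11 (-1.48 ± 0.19). Without both low-App libraries 236 genes were higher and 442 lower, and 626 genes were called both ways, all in the same direction. With the log2 number of alignments as a covariate 70 were higher and 132 lower, and 84 and 199 without both low-App libraries. Quantile normalization gave 687 higher and 608 lower genes, 46.9% lower against 57.7% in the main comparison. Leaving out APPPS1 replicate 2 or 6 reduced the higher genes to 290 or 271, and leaving out APPPS1;Apoe-/- replicate 4 raised them to 742.

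Called genes were concentrated on chromosome 7 near Apoe. Nudt19, a peroxisomal hydrolase gene at positions 35547185 to 35556304, fell from 37.1 ± 1.99 to 13.1 ± 0.965 RPKM (log2 change -1.47 ± 0.05, SE; adjusted p = 6.46e-11). Mir3099, Kirrel2, Upk1a, Trappc6a, Zfp128 and Zfp84 on this chromosome rose by 1.47, 1.19, 1.10, 0.81, 0.75 and 0.73 on the log2 scale, and Dmkn fell by 1.40. Of the 12 largest increases with non-overlapping groups, unnamed gene models left out, 7 were on chromosome 7, and of the 12 largest such decreases besides Apoe 2 were. Within 30 Mb of Apoe 86 of 440 tested genes were called, 19.5%, against 7.73% of 12268 genes on the other chromosomes (Fisher's exact test, two-sided, odds ratio 2.90, p = 9.72e-15, across genes, which are not independent replicates). Among 24 tested genes chosen beforehand as Apoe neighbours, Trappc6a and Zfp296 were higher and Ercc2 and Dmwd lower (2 and 4, adjusted over the list alone; list adjusted p = 0.482), and Zfp296 missed the threshold with the alignments covariate (0.32, adjusted p = 0.128). Apoc1, next to Apoe, was at 2.10 ± 0.590 and 1.89 ± 0.620 RPKM (adjusted p = 0.669).

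**Figure D4:**
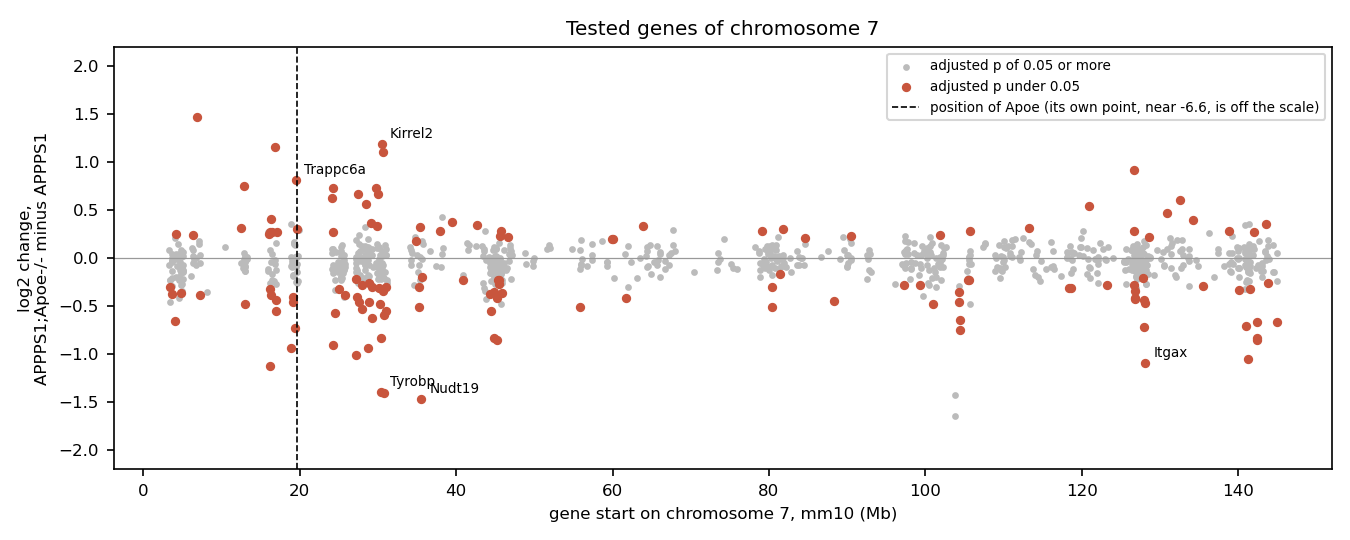
Log2 change of each tested gene of chromosome 7 (vertical axis, APPPS1;Apoe-/- minus APPPS1) against its start position in mm10 (horizontal axis, Mb); coloured points passed the limma test, and Apoe, at -6.61, lies off the scale at the dashed line. Called genes go in both directions around Apoe, with Kirrel2 higher and Nudt19 lower.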

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

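The test for a library far from the rest of its group was chosen before the data were examined, and no test in this part was chosen after a result was seen. It compared the gap between the highest or lowest library and its nearest neighbour with the range of the group, for 280 group values of named genes and lists. It picked out 19, where chance gives 14, so single entries carry little weight; 12 were in the APPPS1 group and 7 in the APPPS1;Apoe-/- group.

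APPPS1 replicate 3 stood apart 5 times. Cst7 was 32.6 RPKM there against 59.5 to 65.6 RPKM in the other 5 libraries of the group, and the disease-associated microglia list had a mean log2 value of 4.06 against 4.20 to 4.27. Cd4 was 6.07 RPKM against 1.16 to 1.90 RPKM, Pde10a 10.8 RPKM against 4.66 to 6.22 RPKM, and the striatal list 4.02 against 2.92 to 3.19. In APPPS1 replicate 2, Ccl4 was high at 19.4 RPKM (others 8.29 to 9.95 RPKM), Gpr34 low at 23.3 RPKM (30.3 to 34.6 RPKM) and the unfolded protein and heat shock list low at 4.43 (4.61 to 4.68). In APPPS1 replicate 5, Ptprc was high at 2.50 RPKM (1.52 to 1.78 RPKM), Cryab at 138.7 RPKM (99.6 to 111 RPKM) and the pan-microglia list at 3.995 (3.75 to 3.84). The choroid plexus and ependyma list was high in APPPS1 replicate 4, at 1.81 (1.23 to 1.39).

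Among the APPPS1;Apoe-/- libraries, replicate 1 had high Capn11 at 0.532 RPKM (others 0.0436 to 0.152 RPKM), high Lpl at 6.00 RPKM (4.12 to 4.83 RPKM) and low Apoc1 at 0.707 RPKM (1.72 to 2.79 RPKM). Replicate 4 had a high endothelial list at 2.59 (2.39 to 2.46). Replicate 5 had a low lipid transport list at 3.50 (3.55 to 3.58) and a high choroid plexus and ependyma list at 2.61 (1.54 to 1.87). Zfp296 was high in replicate 7, at 1.83 RPKM (1.23 to 1.43 RPKM). The low App and Thy1 of replicates 2 and 5 do not appear here, since a pair of neighbouring low libraries leaves no gap for this test.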

How the results depend on the processing

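The settings without both low-App libraries, with female libraries only, with an alignments covariate and without the genes near Apoe were chosen after seeing the data; the others were fixed before the data were examined. Apoe stayed lower under every alternative run (log2 change -6.73 to -6.50), and the disease-associated microglia median stayed between -0.66 and -0.45. The list test of these genes passed under every alternative run but an estimated correlation. Values below are counts of genes, medians of list members or log2 changes of single genes, and where no cause is given the cause was not tested. Of the named genes called in the main comparison, 12 lost the call without the filter on low values and 19 in female libraries only. Without both low-App libraries 13 lost it, 15 with the sex score added, and 44 in female libraries. Leaving out 1 library ended 2 to 11 such calls. A pseudocount of 1 added a call for choroid plexus and ependyma 0.14. No filter on low values added a call for unfolded protein and heat shock 0.035. It ended the calls of Stab1, Cd4, Gjb6, Insig1, Mylip, Ppp1r14a, Slc17a7, Lamp5, Bdnf, Ccdc153, Pde10a and Cx3cr1. A minimum mean of 1 RPKM added a call for cholesterol biosynthesis -0.066, unfolded protein and heat shock 0.039 and ribosomal proteins -0.076 and turned the median alone, not camera's direction, of endothelium and blood-brain barrier 0.045. Quantile normalization added a call for cholesterol biosynthesis -0.082 and ribosomal proteins -0.075, turned the direction of Abca1 0.018 and turned the median alone, not camera's direction, of oligodendrocyte precursors 0.0088 and inhibitory neurons 0.014. Array weights added a call for ribosomal proteins -0.10 and turned the direction of Hmgcs1 0.00054. A sex score as a covariate added a call for cholesterol biosynthesis -0.085, choroid plexus and ependyma 0.20, unfolded protein and heat shock 0.060 and ribosomal proteins -0.081, turned the direction of Fos 0.028 and turned the median alone, not camera's direction, of excitatory neurons -0.0012. Leaving out both low-App libraries gave 236 higher genes, ended the call of erythroid cells -1.36, turned the direction of Tmem119 0.033, Abca1 0.066 and Hmgcs1 0.038 and turned the median alone, not camera's direction, of immediate early genes -0.066 and endothelium and blood-brain barrier 0.043. Leaving out both and adding the sex score gave 213 higher and 362 lower genes, added a call for blood leukocytes 0.61 and unfolded protein and heat shock 0.044, turned the direction of Tmem119 0.11 and Abca1 0.10 and turned the median alone, not camera's direction, of immediate early genes -0.0070, endothelium and blood-brain barrier 0.051 and thalamus -0.0037. Using the female libraries only (5 in each group) gave 183 higher and 295 lower genes, added a call for cholesterol biosynthesis -0.14 and choroid plexus and ependyma 0.26, ended the call of erythroid cells -0.90 and turned the direction of excitatory neurons -0.0082 and Apoc1 0.12. The calls of 19 named genes ended there, among them Cd4, Stab1, Glul, Slc17a7, Ccdc153, Pde10a, Wfs1, Ece2, Aph1b, Zcwpw1 and Zfp296. Using the female libraries without both low-App libraries (5 and 3) gave 60 higher and 162 lower genes, added a call for blood leukocytes 0.70, astrocyte identity 0.086, cholesterol biosynthesis -0.11, pericytes, smooth muscle and fibroblasts 0.11 and choroid plexus and ependyma 0.28, ended the call of erythroid cells -0.64, antigen presentation -0.13 and striatum 0.17, turned the direction of Tmem119 0.17, Abca1 0.015 and Apoc1 0.019, turned camera's direction, though not the sign of the median, of ribosomal proteins -0.020 and turned the median alone, not camera's direction, of immediate early genes -0.034 and endothelium and blood-brain barrier 0.012. Leaving out genes within 30 Mb of Apoe added a call for cholesterol biosynthesis -0.065 and choroid plexus and ependyma 0.19. The log2 number of alignments as a covariate gave 70 higher and 132 lower genes, turned the direction of immediate early genes -0.12, Clu 0.025, Abca1 0.061 and Hmgcs1 0.031, turned camera's direction, though not the sign of the median, of oligodendrocyte precursors -0.021 and turned the median alone, not camera's direction, of blood leukocytes -0.056. That covariate without both low-App libraries gave 84 higher and 199 lower genes, turned the direction of immediate early genes -0.13, Clu 0.039, Abca1 0.078, Hmgcs1 0.065 and App 0.013, turned camera's direction, though not the sign of the median, of ribosomal proteins -0.017 and turned the median alone, not camera's direction, of endothelium and blood-brain barrier 0.020, Alzheimer risk genes 0.021 and unfolded protein and heat shock -0.0030. An estimated correlation between genes in camera left 0 lists called and ended the call of disease-associated microglia -0.59, homeostatic microglia -0.30, pan-microglia/macrophage -0.55, erythroid cells -1.44, complement -0.47, antigen presentation -0.26, interferon response -0.71, reactive astrocytes -0.42, lysosome -0.21, oligodendrocytes and myelin 0.21 and striatum 0.45. Lists without shared genes ended the call of complement -0.073 and turned the median alone, not camera's direction, of excitatory neurons -0.010. Calls with a log2 change of at least 1 numbered 10 higher and 33 lower, by construction. Leaving out 1 library at a time gave 271 to 742 higher and 428 to 854 lower genes, 0 to 1 transgene host genes called (1, Thy1, without APPPS1;Apoe-/- replicate 4), and medians or log2 changes of excitatory neurons -0.029 to 0.052, immediate early genes -0.040 to 0.087, erythroid cells -2.06 to -0.92, cholesterol biosynthesis -0.10 to -0.023, Clu -0.052 to 0.013, choroid plexus and ependyma 0.12 to 0.25, ribosomal proteins -0.10 to -0.040, Fos -0.20 to 0.19, unfolded protein and heat shock -0.0085 to 0.062, Abca1 -0.092 to 0.036, Apoc1 -0.23 to 0.0068 and Hmgcs1 -0.084 to 0.023; of these, APPPS1 replicates 2 and 4 each ended the erythroid call. The lists called in these fits numbered 10 to 15, against 11 in the main comparison. Calls added included cholesterol biosynthesis -0.10 without APPPS1 replicate 5. Unfolded protein and heat shock was also added without APPPS1;Apoe-/- replicate 1 (0.060) or 3 (0.062). Medians alone turned for perivascular and meningeal macrophages -0.017 to 0.15, inhibitory neurons -0.036 to 0.0061, endothelium and blood-brain barrier -0.054 to 0.0022, pericytes, smooth muscle and fibroblasts -0.030 to 0.049 and thalamus -0.00038 to 0.11. None of the genes and lists whose direction or median turned had passed its test, with or without the change. No paired analysis was possible because no mouse number of the labels occurs in both groups and the replicate numbers used here only follow the order of the samples. The planned count test was not run, since the values did not give whole reads for nearly all genes. The number of alignments partly follows the groups (28402328 to 77005806 in APPPS1, 18455493 to 34538031 in APPPS1;Apoe-/-), which limits what its covariate can separate.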

Other observations

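The tests in this part were chosen after the results they bear on were seen, except that the fit with the sex score was fixed before the data were examined and the bound for the depth test was set before its result was known.

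Several genes induced by glucocorticoids were higher in the APPPS1;Apoe-/- cortex. Of 23 tested genes of a list drawn up after the data were seen, 9 were higher and 0 lower, with a median log2 change of 0.42 (camera p = 1.35e-11, and p = 0.0274 with an estimated correlation). The kinase gene Sgk1 rose from 27.2 ± 10.7 to 53.2 ± 8.16 RPKM (SD, n = 6 and n = 7), the transcription factor gene Klf9 from 30.1 ± 2.22 to 41.2 ± 2.97 RPKM, and Zbtb16 and Cdkn1a by 0.60 and 0.77 on the log2 scale (limma adjusted p = 0.00179, 3.26e-04, 0.00253 and 0.00684). The lipid droplet gene Plin4 rose from 0.371 ± 0.252 to 2.11 ± 1.43 RPKM. Per1, Dusp1 and Mt1, which also answer to glucocorticoids, differed by -0.10, 0.03 and 0.03 and did not pass. Leaving out both low-App libraries again gave 9 higher and 0 lower genes. With the alignments covariate 2 were higher, Tsc22d3 and Klf9, and 0 lower, at a median of 0.31. The list is no independent evidence of a direction, and some members belong to other lists here, among them Fkbp5, Mfsd2a, Mertk and Dusp1. Time of day or handling of the mice is not given in the sources used here.

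Some libraries held transcripts typical of tissue other than cortex. The pituitary hormone genes Prl and Gh were at 36.7 and 17.2 RPKM in APPPS1;Apoe-/- replicate 2, and Gh was at 10.8, 10.9 and 4.02 RPKM in APPPS1 replicates 1, 2 and 6. Prl was at 3.11, 2.17 and 5.07 RPKM in the same APPPS1 libraries. Ttr, abundant in choroid plexus, ran from 3.71 RPKM in APPPS1 replicate 6 to 64.5 RPKM in APPPS1;Apoe-/- replicate 5.

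App and Thy1 were low in APPPS1;Apoe-/- replicates 2 and 5, with log2 deviations from the other libraries of -1.96 and -1.84 for Thy1. Fewer neurons are argued against by the median deviation of 69 neuron and synapse genes, 0.038 and -0.0357, and a swap with the APPPS1 group by Apoe, which was at least 463 RPKM in every APPPS1 library and 4.48 and 6.35 RPKM in these replicates. A candidate explanation is that these mice lacked the transgene: both were the lowest 2 of 13 libraries for 26 of 48 disease-associated microglia genes, 54.2%, against 4.57% of all genes. This stays open, since no genotypes of the mice beyond the labels were analysed here and the test was run on the libraries that raised the question. The design names no difference within a group, and no other explanation was tested.

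Called genes were concentrated on chromosome 7 around Apoe. At 1 to 30 Mb from Apoe 19.6% of genes were called (Fisher's exact p = 7.55e-14 across genes), which argues against an effect on adjacent genes alone, and without the genes of the fixed lists the odds ratio within 30 Mb was 3.23, which argues against listed genes as the source. Donor-strain DNA carried along with the deleted Apoe allele may account for it, with an odds ratio of 2.91 at 1 to 30 Mb and 1.02 at 30 to 60 Mb. It cannot be told apart from other local effects, since the labels give C57BL/6 for all mice and no genotypes along the chromosome were analysed here. Beyond 60 Mb the odds ratio was 1.46 (Fisher's exact p = 0.0174), with 10.9% of genes called. The other chromosomes ran from 5.09% (chromosome 18) to 11.6% (chromosome 19), so that value does not set the region beyond 60 Mb apart. An effect of losing apolipoprotein E on these genes was not tested.

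The lower disease-associated microglia genes were weighed against 3 explanations. Both low-App libraries alone are argued against by the 33 members still lower without them. As the only cause, fewer microglia of every state is argued against, since disease-associated genes fell further than pan-microglia genes. The difference was -0.26, and -0.27 without both libraries. Fewer microglia as part of the cause stays open, since pan-microglia genes fell too (median -0.55, and -0.33 without both libraries). Lower depth alone is argued against by 15 members called with the alignments covariate, at a median of -0.55 against -0.59 without it. At an unadjusted limma p under 0.05, 37 members were lower with the covariate, against 40 in either direction without it. However, 36 had been called before, and the cause of the lost calls was not tested. Chance is argued against for the count of called genes, with 100 of the 1716 possible splits of the 13 libraries drawn. Only the real split, counted as 1, reached 1098 genes, and the highest other gave 365. These splits do not address other differences that follow the groups, such as depth. The list stayed lower with the sex score as a covariate (median -0.60), in female libraries only (-0.64) and without genes within 30 Mb of Apoe (-0.59). Both low-App libraries were among the 5 female APPPS1;Apoe-/- libraries, so the female median is no check on sex alone. Plaque load was not tested. A response of microglia to the loss of Apoe may remain as a hypothesis beside plaque load and a partial loss of microglia.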
